A study of Homo sapiens with 8 samples. Its data were reported in "Functional dissection of human cardiac enhancers and noncoding de novo variants in congenital heart disease" (2024).

How the data were processed

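Enhancer activity was measured with a lentiMPRA, a reporter assay for many sequences at once that uses lentivirus, in which a pool of synthetic DNA oligos was placed upstream of a minimal promoter and a reporter gene, each oligo carrying its own 15 bp barcode in the reporter's transcript. The pool was delivered to cardiomyocytes differentiated from induced pluripotent stem cells of the WTC-11 line (iPSC-CMs), an established human cell line, on day 17 of differentiation. Genomic DNA and RNA were taken from transduced cells on day 24, 7 days later, and the barcodes were amplified from both. Barcode frequency in RNA divided by that in DNA is the readout of enhancer activity. The series holds 4 DNA and 4 RNA libraries, which the methods describe as 4 biological replicates, and samples were grouped by the nucleic acid and the replicate number in the labels.

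The deposited values are raw counts of sequencing reads per oligo, in a table of the whole series and in 8 tables of single libraries, whose counts were identical to those of the series table. Per the labels and the methods, the authors removed primer sequences with cutadapt 2.5 and assigned reads to oligos by barcode with a custom Python program, without an aligner. No molecular identifiers were used, so a count is a number of PCR copies and not of molecules, and intervals cover counting error only. The series table had 14903 entries. A REF window and its ALT partner were each entered in duplicate with conflicting counts, and these 4 entries, which held 0.0072% to 0.0115% of the counts of a library, were left out, which gave 14899 oligos.

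Oligos were sorted into classes by their names. REF oligos hold 171 bp of reference sequence centered on a noncoding de novo variant (ncDNV) of a participant with congenital heart disease (CHD), and ALT oligos hold the same window with the variant. Negative controls are regions accessible in iPS cells and not in iPSC-CMs. The remaining oligos come from 18 enhancers of an earlier tiling mutagenesis library, divided into 171 bp subregions called F1, F2 and F3. For 11 of these enhancers the subregions carry up to 18 oligos numbered 0 to 17, the reference sequence and 10 bp deletions of it. In the tiling library the study numbered the reference sequence 17, and this numbering was used for the comparison with deletions. The names in the present table do not say which number is the reference sequence, and the other enhancers are present only as oligos numbered 0, so the comparison was also made against oligo 0. Coordinates of REF windows are in hg38 and those of controls and subregions in hg19 (GRCh37). Because each REF window is centered on a variant of 1 participant, no window coordinates, alleles or single REF–ALT pairs are given.

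FPM were the counts of an oligo scaled by the total count of the library, as in CPM. An oligo was kept with at least 20 FPM in at least 1 DNA library, the minimum of the study's methods, which kept 12420 oligos (83.4%), of which 11539 (77.4% of all) passed in every DNA library. The enhancer activity score was log2((RNA FPM + 1)/(DNA FPM + 1)) for each replicate, given as mean ± SD over the 4 replicates unless stated otherwise. RNA was tested against DNA with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on the counts, with TMM normalization, the replicate number as a block and Benjamini-Hochberg adjustment over all kept oligos. TMM factors lay between 0.984 and 1.02. An oligo was called active at an adjusted p under 0.05 with more RNA than DNA. The SE of a log2 fold change was derived from the F statistic.

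REF–ALT pairs with both oligos kept were tested with the edgeR quasi-likelihood test of the interaction between allele and nucleic acid, with terms for the library and for the allele within each replicate. A pair was called at an adjusted p under 0.05 and an absolute log2 difference of at least 0.58, with at least 1 active oligo. As in the study, called pairs with higher ALT activity are termed MPRA-IA, those with lower ALT activity MPRA-DA and the rest MPRA-NS. Subregion oligos were compared with oligo 17 of their subregion in the same way. The tests were checked on simulated counts drawn from the means and library sizes of the real libraries. For RNA against DNA, 63 of 100 oligos changed by 0.3 on the log2 scale and 99 of 100 changed by 0.58 were recovered, with 8 false calls among 12420 oligos. For ALT against REF, 97 of 100 pairs changed by 0.58 and 99 of 100 changed by 1 were recovered, with 9 false calls among 4872 pairs. Recovery meant an adjusted p under 0.05 in the right direction, without the minimum of 0.58 or the activity rule. Unchanged pairs were simulated with equal activity of both oligos. False calls from a spread between oligos were therefore not measured.

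Classes were compared with the negative controls by two-sided permutation tests of the mean score over oligos with 100000 resamples and by Fisher's exact test of active shares, with 95% Wilson intervals. Oligos are not independent replicates of a condition, so these tests describe the classes of this library. REF windows were assigned to genes on GRCh38 (20056 protein-coding genes) by gene body or a transcription start site (TSS) within 20 kb. For 15 gene lists fixed before the data were examined, active windows and called pairs were tested with Fisher's exact test and Benjamini-Hochberg adjustment over the lists. Of 537 list entries, 531 matched a GRCh38 symbol. Windows were also divided into promoter (within 1 kb of a TSS), gene body and intergenic ones. Exons and introns of REF windows, their GC content and their motifs were planned but not analysed here, since the genome sequence and gene models used were those of GRCh37. GC content and motifs were tested in the negative controls instead, a choice made after seeing the data.

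The following were named by rules fixed before the data were examined. The 20 active REF windows with the highest mean score and a score above 0 in all 4 replicates are named by the gene that holds them or the gene of the nearest TSS. Genes with at least 5 kept REF windows are named when among the 10 with the most active windows, counting windows in the gene body or, outside genes, by the nearest TSS. All subregions with an active oligo 17 and the 10 subregion oligos with the largest called difference are named with coordinates. Members of gene lists given beyond these rules were chosen after their values were seen.

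Library totals ranged from 4464374 to 6045883 counts and the median count per oligo from 201 to 276, so that counting error of a typical oligo is small beside the minimum of 0.58 for called pairs but not beside the lowest scores called active. Replicate libraries were not duplicates of each other. The chi-square of their counts per degree of freedom was 1.19 to 1.54 between DNA libraries and 2.13 to 3.03 between RNA libraries. DNA and RNA libraries were paired by the replicate number in the labels, which do not say that the cells were the same. Deviations from the group means correlated at -0.036, -0.008, -0.028 and 0.006 between DNA and RNA libraries of the same number, which gives no sign of pairing. The alternatives were other normalizations (median of ratios, library totals, negative controls centered on 0), DESeq2 1.42.0, limma 3.58.1 and the methods' paired t-test on scores, no replicate block, other count minimums, other fold minimums, a pseudocount of 5 and the omission of each replicate in turn. Other calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6.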

Results

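To ask which noncoding windows around ncDNVs of participants with CHD drive transcription in cardiomyocytes, and whether the variants alter that activity, a lentiMPRA library was measured in iPSC-CMs as 4 DNA and 4 RNA libraries. The DNA libraries held 5872107, 5019121, 5057522 and 5652049 barcode counts for replicates 1 to 4, and the RNA libraries 6045883, 4986579, 4464374 and 5772861. The library held 6717 REF oligos, 6716 ALT oligos, 858 negative controls and, from subregions of earlier cardiac enhancers, 32 oligos numbered 17 and 576 others. After the 20 FPM minimum, 5524 REF oligos, 5539 ALT oligos, 771 negative controls and 586 subregion oligos were kept. Across the 12420 kept oligos, activity scores of replicate pairs correlated with Pearson r of 0.850 to 0.877 and Spearman rho of 0.723 to 0.761, where oligos are not independent replicates.

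The first comparison asked which oligos were more abundant in RNA than in DNA. In total 3170 oligos were active and 3063 were significantly lower in RNA than in DNA (edgeR, adjusted p under 0.05). Oligos from the enhancer subregions stood above the negative controls, with a mean score of 0.17 ± 0.58 (SD over 554 oligos) for those numbered other than 17 against -0.05 ± 0.44 (SD over 771 oligos) for controls. The difference of 0.22 was positive in 4 of 4 replicates, and its permutation p of 1e-05 was the smallest the resamples can give (adjusted p = 4e-05). Of these oligos 268 were active (48.4%, 95% interval 44.2% to 52.5%), compared with 226 of the negative controls (29.3%, 26.2% to 32.6%), an odds ratio of 2.26 (Fisher's exact test, adjusted p = 7.18e-12). Most of these subregion oligos are near copies of each other, from 33 tiled subregions of 11 enhancers. The p-values of both tests treat them as independent and therefore overstate the evidence. The 32 subregion oligos numbered 17 had a mean score of 0.04 ± 0.64 (SD over oligos), and 15 were active (46.9%, 30.9% to 63.6%). Their mean did not pass the permutation test against the controls (difference 0.09, p = 0.265), whereas their active share passed Fisher's exact test (odds ratio 2.13, adjusted p = 0.0472).

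REF windows as a class had a mean score of -0.07 ± 0.41 (SD over 5524 oligos), and the difference of -0.02 from the negative controls did not pass the test (permutation p = 0.193, adjusted p = 0.257). For ALT oligos the mean was -0.08 ± 0.45 (SD over 5539 oligos, difference -0.03, permutation p = 0.0682, adjusted p = 0.136). The active share was 24.3% for REF (1340 oligos, 23.1% to 25.4%) and 23.8% for ALT (1321 oligos, 22.7% to 24.99%), both lower than the 29.3% of controls, with odds ratios of 0.772 (adjusted p = 0.00382) and 0.755 (adjusted p = 0.00256, Fisher's exact test). Controls were also sequenced more deeply, with a median DNA abundance of 68.4 FPM against 55.8 FPM for REF and 56.1 FPM for ALT. When a log2 fold change of at least 0.58 was required for activity, 214 REF windows, 232 ALT oligos, 38 controls and 93 subregion oligos remained active.

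**Figure D1:**
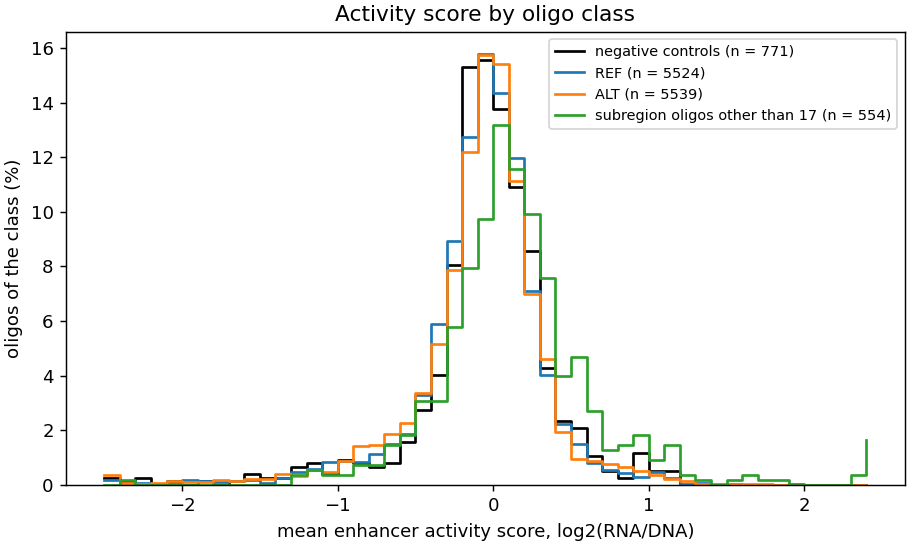
Distribution of the mean activity score, log2(RNA/DNA) over 4 replicates (horizontal axis), as the percent of oligos of each class per bin of 0.1 (vertical axis), where the outermost bins also hold values beyond the axis. The lines for 771 negative controls, 5524 REF and 5539 ALT oligos overlap around 0, and the line for 554 subregion oligos is shifted to the right, with mean scores of -0.05, -0.07, -0.08 and 0.17.

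The REF windows with the highest activity lay in TANK, an adaptor of TRAF signaling (1.94 ± 0.20, SD, n = 4), near NES, which encodes the intermediate filament nestin (1.90 ± 0.07), and at the promoter of OFD1, a centriolar protein needed for cilia (1.58 ± 0.19). Among windows at genes with known roles in heart muscle, a window in SLC8A1, the cardiac sodium-calcium exchanger, scored 1.30 ± 0.26 and the promoter window of CYCS, the electron carrier cytochrome c, scored 1.16 ± 0.15. Promoter windows of CHTOP (1.41 ± 0.07), an mRNA export factor, and UBXN1 (1.12 ± 0.20) were also among the 20 highest. Windows inside genes were those of TANC2 (1.35 ± 0.18), PBLD (1.32 ± 0.09), SDCBP2 (1.31 ± 0.11), BCAM (1.30 ± 0.08), UMPS (1.20 ± 0.39), LSMEM2 (1.20 ± 0.10), OPCML (1.18 ± 0.48), GAPDHS (1.18 ± 0.19), UBA3 (1.14 ± 0.14) and NIBAN1 (1.13 ± 0.23). Windows between genes lay nearest to S100G (1.19 ± 0.11), PYDC2 (1.17 ± 0.09) and HAPLN1 (1.14 ± 0.24), a link protein of the hyaluronan matrix. All 20 exceeded the 95th percentile of the negative controls, 0.53, and the largest edgeR adjusted p among them was 2.54e-14, for UMPS. Of their ALT partners, 17 were kept and 11 were active, with a median score of 0.31 against 1.20 for the REF windows, which had been selected for high scores. With at least 50 FPM in a DNA library, 12 of the 20 windows remained, without those of TANC2, PBLD, SLC8A1, UMPS, S100G, OPCML, HAPLN1 and UBXN1.

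Several genes held more than 1 active window. ROBO2, an axon guidance receptor, had 5 active of 23 windows, and CACNA1C, the pore subunit of the L-type calcium channel, had 4 of 12. PPP1R3B, a glycogen-targeting subunit of protein phosphatase 1, had 4 of 8, with a mean score over windows of 0.16 ± 0.49 (SD over windows). In CDH2 (N-cadherin), LYZL1, NR2F2 (the atrial transcription factor COUP-TFII), SEMA4D, TSPAN18 and UNC5B, 3 of 5 windows were active, and in GSE1 3 of 9. These genes were ranked by their number of active windows among 40 with at least 5 kept windows. The share of active windows over all REF windows was 24.3%, above the 21.7% of ROBO2. Apart from PPP1R3B, mean scores over windows of the named genes lay between -0.13 (GSE1) and 0.12 (SEMA4D). By the assignment used for gene lists, which differs from that of this ranking, SLC8A1 also had 3 active of 9 windows, the same as GSE1.

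Gene groups were compared to ask whether activity concentrated near genes of particular functions. Near cardiac transcription factors 17 of 44 windows were active (38.6% against 24.1% of other windows, adjusted p = 0.169), including windows at FOXP1 (3 of 4), TEAD1 (2 of 2) and GATA4 (2 of 8) and a window at MEIS2 with a score of 0.97. Near genes of the extracellular matrix and valve 3 of 38 were active (7.89%, adjusted p = 0.169), at ADAMTS6, COL4A2 and ELN, and near endoderm and liver markers 4 of 6 (adjusted p = 0.169), at APOA1 and FOXA3. Sarcomere and cardiac muscle genes had 12 of 42 active windows (28.6%, adjusted p = 0.834), including 2 of 2 at ANKRD1, a titin-associated stress protein (0.37 and 0.85). Cardiac ion channel and calcium handling genes had 9 of 46 (19.6%, adjusted p = 0.906), of which SLC8A1 held 3 of 9. Mitochondrial and fatty acid metabolism genes had 10 of 30, including 3 of 3 at CPT1A, the carnitine palmitoyltransferase of liver type, and chromatin modifiers had 10 of 30 (33.3% and adjusted p = 0.709 for each).

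Of the other lists, NOTCH, BMP, TGF-beta and WNT signalling had 7 of 23 active windows (adjusted p = 0.834), cell cycle genes 4 of 12 (adjusted p = 0.834), cilia and laterality genes 5 of 21 (adjusted p = 1) and the RAS and MAPK pathway 4 of 17 (adjusted p = 1). Markers of other cell types had 3 of 13 for endothelial cells (adjusted p = 1), 1 of 9 for fibroblasts and smooth muscle cells (adjusted p = 0.918) and 3 of 11 for neural cells (adjusted p = 0.918), and pluripotency genes had 0 of 8 (adjusted p = 0.709). By Fisher's exact test on the edgeR calls, 0 of the 15 lists passed after adjustment and 3 had an unadjusted p under 0.05, and with DESeq2 calls 0 passed. By location, 77 of 298 promoter windows (25.8%), 819 of 3305 gene body windows (24.8%) and 444 of 1921 intergenic windows (23.1%) were active. None of these shares passed the test against the rest, with adjusted p of 0.532, 0.415 and 0.415 by Fisher's exact test.

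The enhancer subregions were carried over from the earlier tiling library, part of their oligos as positive controls and the rest as additional controls. The strongest subregion lay 338912 bp from the TSS of GBE1, the glycogen branching enzyme. In GBE1 F2 (GRCh37 chromosome 3, 82149623 to 82149793, intergenic) 18 of 18 oligos were active, with a mean score of 1.96 ± 1.01 (SD over oligos). COL5A1 F2, near a fibrillar collagen gene (chromosome 9, 137494578 to 137494748, intergenic, 38986 bp from the TSS), and TNS3 F2, in an intron of the focal adhesion gene tensin 3 (chromosome 7, 47521841 to 47522011), each had 17 of 18 active oligos, with means of 0.82 ± 0.47 and 0.74 ± 0.58. Over 11 tiled enhancers, the mean score was -0.04 ± 0.12 for F1, 0.50 ± 0.55 for F2 and 0.02 ± 0.19 for F3 (SD over enhancers), and 34.0%, 73.4% and 37.7% of their oligos were active. F2 was the highest of the 3 subregions in 9 enhancers, and it exceeded the mean of F1 and F3 in 10 of 11 by 0.51 ± 0.54 (SD, two-sided exact permutation test, p = 0.00293), a test chosen after seeing the data. PTPN1 was an exception, with 0.15 for F2 and 0.38 for F3, as was ZNF608, with -0.07 for F2, -0.03 for F1 and -0.02 for F3.

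**Figure D2:**
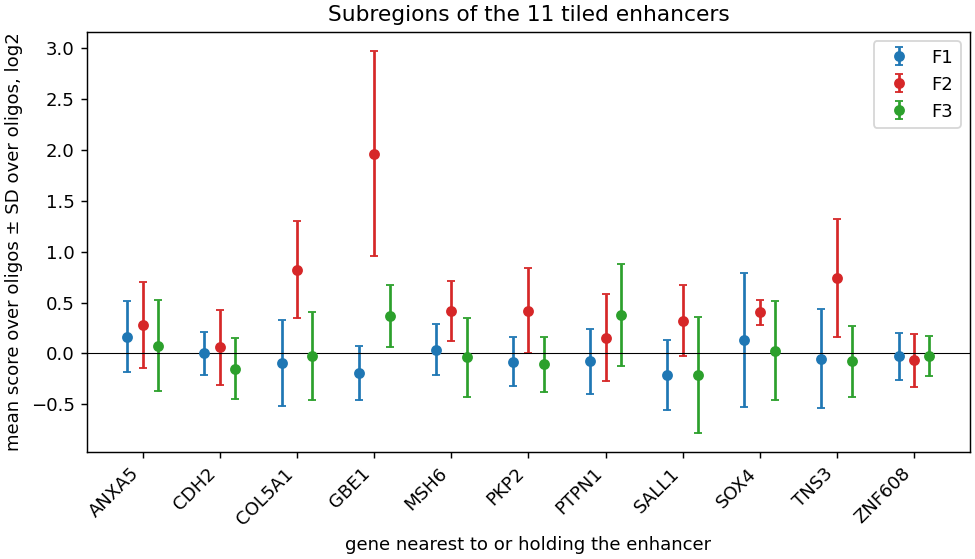
Mean activity score, log2(RNA/DNA), of the kept oligos of the F1, F2 and F3 subregions (points, vertical axis) of 11 tiled enhancers named by gene (horizontal axis), with error bars of 1 SD over oligos. F2 lies highest in 9 of the 11 enhancers, with means of 1.96 at GBE1, 0.82 at COL5A1 and 0.74 at TNS3.

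The reference sequence of GBE1 F2 was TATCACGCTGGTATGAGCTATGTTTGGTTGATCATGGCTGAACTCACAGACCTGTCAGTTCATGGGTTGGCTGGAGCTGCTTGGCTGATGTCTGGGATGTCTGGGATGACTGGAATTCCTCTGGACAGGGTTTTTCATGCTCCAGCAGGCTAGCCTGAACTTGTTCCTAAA (49.7% GC). That of COL5A1 F2 was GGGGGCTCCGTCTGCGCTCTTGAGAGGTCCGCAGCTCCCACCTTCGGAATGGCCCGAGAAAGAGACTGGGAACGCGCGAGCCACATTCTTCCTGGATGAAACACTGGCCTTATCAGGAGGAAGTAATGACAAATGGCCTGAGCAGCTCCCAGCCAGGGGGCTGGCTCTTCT (59.6% GC). That of TNS3 F2 was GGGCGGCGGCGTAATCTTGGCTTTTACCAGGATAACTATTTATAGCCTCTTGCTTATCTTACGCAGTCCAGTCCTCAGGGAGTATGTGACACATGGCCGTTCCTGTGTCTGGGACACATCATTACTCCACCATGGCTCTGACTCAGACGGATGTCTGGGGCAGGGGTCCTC (53.2% GC).

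Oligo 17 was active in 15 of 32 subregions. Its score was highest in TNS3 F2 (2.06 ± 0.14, SD, n = 4), followed by PTPN1 F3 (0.79 ± 0.11, chromosome 20, 49157637 to 49157807, intron), COL5A1 F3 (0.70 ± 0.13, chromosome 9, 137494692 to 137494862, intergenic), PKP2 F2 (0.56 ± 0.12, chromosome 12, 33136411 to 33136581, intergenic, near the gene of the desmosomal protein plakophilin 2) and GBE1 F3 (0.53 ± 0.11, chromosome 3, 82149737 to 82149907, intergenic). Scores of 0.45 ± 0.29 and 0.25 ± 0.14 were measured for SOX4 F2 and F1 (chromosome 6, 21459995 to 21460165 and 21459880 to 21460050, intergenic). The score was 0.36 ± 0.04 for TNS3 F1 (47521726 to 47521896, intron) and 0.35 ± 0.09 for MSH6 F2 (chromosome 2, 47925917 to 47926087, intron). GBE1 F2 and COL5A1 F2, the tiled subregions with the highest means, had oligo 17 scores of only 0.32 ± 0.17 and 0.31 ± 0.05. The remaining active ones were CDH2 F2 (0.18 ± 0.03, chromosome 18, 25502096 to 25502266, intergenic), ANXA5 F1 and F2 (0.18 ± 0.25 and 0.16 ± 0.11, chromosome 4, 122611862 to 122612032 and 122611977 to 122612147, intron) and ZNF608 F2 (0.09 ± 0.05, chromosome 5, 123932633 to 123932803, intergenic).

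To find short stretches that matter for these enhancers, each subregion oligo was compared with oligo 17. The clearest contrasts lay in GBE1 F2, where 14 of 17 oligos were higher than oligo 17, and in TNS3 F2, where 16 of 17 were lower. In COL5A1, 8 of 17 oligos of F2 were higher and 10 of 16 of F3 were lower than oligo 17. The largest difference was that of oligo 12 of SOX4 F1, at -2.34 ± 0.22 against 0.25 ± 0.14 for oligo 17 (log2 difference -2.76 ± 0.15 SE, edgeR adjusted p = 4.17e-28). In GBE1 F2, oligo 14 scored 3.05 ± 0.12 and lay 2.75 ± 0.09 (SE) above oligo 17 (adjusted p = 7.38e-41), and oligos 6, 13, 4, 0, 8, 1 and 5 lay 2.53 to 2.29 above it. Oligo 3 of SALL1 F3 (chromosome 16, 51046532 to 51046702, intergenic) scored 0.67 ± 0.12 against -1.76 ± 0.20 for oligo 17, a difference of 2.48 ± 0.09 (SE, adjusted p = 8.53e-37), compared with 0.59 ± 0.08 (SE, adjusted p = 2.57e-12) against oligo 0, at 0.08. Over 32 subregions 106 of 522 comparisons were called, 47 lower and 59 higher.

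Part of these calls changed direction with the reference oligo. Against oligo 0 of the same subregion, 93 of 492 comparisons in 30 subregions were called, 60 lower and 33 higher. In GBE1 F2, where oligo 0 scored 2.76 ± 0.14, 7 of 17 oligos were then lower and 0 higher, in COL5A1 F2 5 were lower and 2 higher, in COL5A1 F3 0 lower and 1 higher, in TNS3 F1 0 lower and 6 higher instead of 6 and 1, in SALL1 F3 3 lower and 1 higher instead of 0 and 4, and in TNS3 F2 7 were lower and 2 higher. Against either reference, 5 oligos were lower in PTPN1 F3, 3 in PKP2 F2 and 3 in CDH2 F2, and 0 were higher. In SOX4 F3 15 of 17 were lower than oligo 0, which scored 1.02 ± 0.42, and 0 were lower than oligo 17. The log2 difference of oligo 12 of SOX4 F1 from oligo 0 was -2.91 ± 0.23 (SE), while none of the 7 named oligos of GBE1 F2 that were compared with oligo 0 was called.

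**Figure D3:**
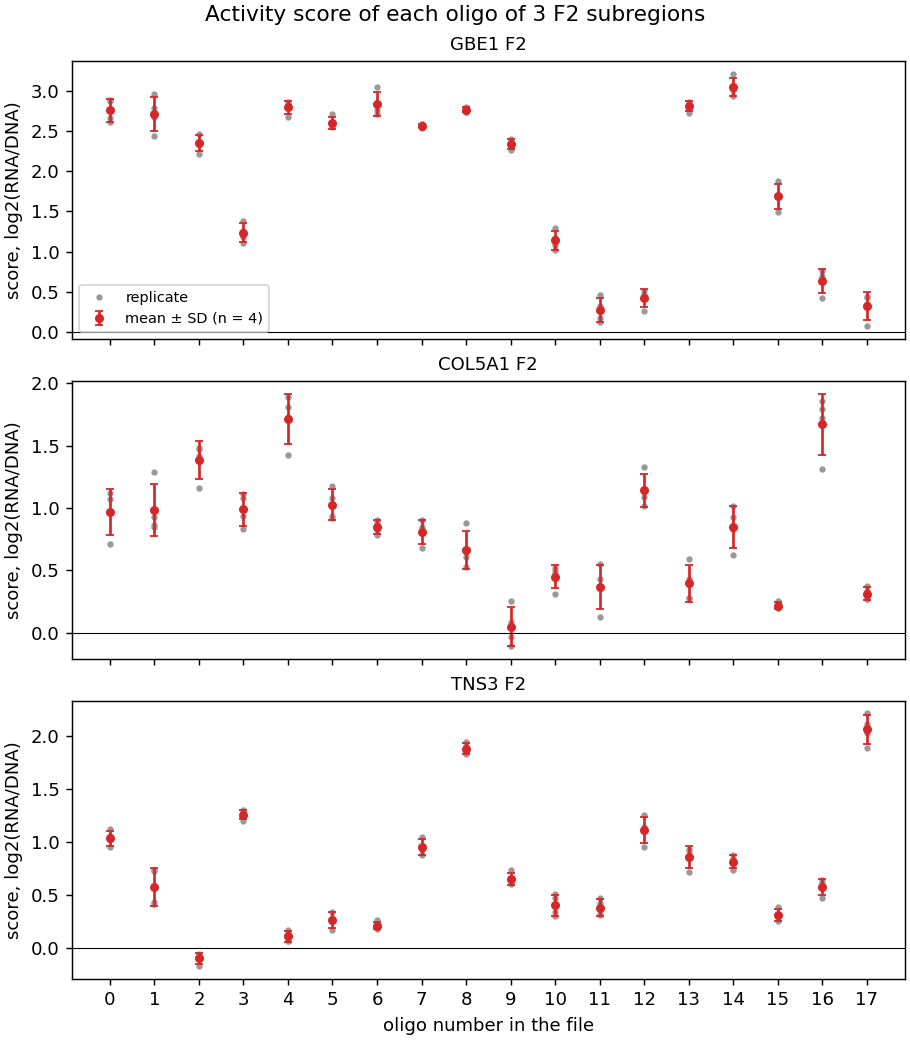
Activity score, log2(RNA/DNA) (vertical axis), of the 18 oligos of GBE1 F2, COL5A1 F2 and TNS3 F2 by oligo number (horizontal axis), with 4 replicates in grey and their mean ± SD in red. In GBE1 F2 oligos 11, 12, 16 and 17 lie at 0.27, 0.42, 0.64 and 0.32 and oligo 14 at 3.05, while in TNS3 F2 oligo 17 is the highest at 2.06.

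To ask whether ncDNVs alter activity, ALT was compared with REF over 4872 intact pairs. In 305 pairs (MPRA-IA) ALT was more active, with a median score of 0.51 ± 0.33 for ALT and -0.32 ± 0.45 for REF (SD over pairs) and a median log2 difference of 0.87. In 284 pairs (MPRA-DA) ALT was less active, with a median of -0.38 ± 0.62 for ALT and 0.47 ± 0.32 for REF and a median log2 difference of -0.91. The 589 called pairs made up 12.1% of all, and the numbers of both directions did not pass a test of their difference (two-sided exact binomial test, p = 0.41). The alleles with less activity lay below the median of the negative controls (-0.03), and 7.87% of REF oligos in MPRA-IA and 7.39% of ALT oligos in MPRA-DA pairs were active, values that follow in part from the rule that selected the pairs. In 777 pairs only REF was active, in 785 only ALT and in 399 both, compared with 286 expected if the alleles were independent (Fisher's exact test, odds ratio 1.90, p = 8.4e-18). With the DESeq2 calls both alleles were active in 219 pairs. Among 114 pairs whose ALT oligo was not 171 bp long, 9 were called (7.89% against 12.2% of the others, Fisher's exact test, p = 0.191).

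No gene list differed from the other windows in its share of called pairs by the test. Cardiac transcription factors had 4 called of 41 pairs (9.76%), sarcomere and cardiac muscle genes 3 of 34, cardiac ion channels and calcium handling 3 of 36 and extracellular matrix and valve genes 2 of 31. There were 4 of 27 near mitochondrial and fatty acid metabolism genes, 2 of 20 near chromatin modifiers, 2 of 19 near cilia and laterality genes, 3 of 15 near RAS and MAPK genes and 1 of 22 near genes of NOTCH, BMP, TGF-beta and WNT signalling. The counts were 1 of 10 for cell cycle genes, 1 of 7 for pluripotency genes, 2 of 10 for endothelial markers and 0 for neural (10 pairs), endoderm and liver (5 pairs) and fibroblast and smooth muscle markers (7 pairs). By Fisher's exact test on the edgeR calls the adjusted p was 1 for each of the 15 lists, 0 had an unadjusted p under 0.05, and 0 passed with the calls of the methods' paired t-test.

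REF and ALT scores of the same window were weakly correlated. Across the 4872 pairs Pearson r was 0.083 and Spearman rho 0.139, compared with -0.005 on average when REF was paired with the ALT of another window and 0.848 between replicates 1 and 2 of the REF oligos of these pairs. For 713 pairs with at least 100 FPM for both oligos r was 0.215. In 283 promoter pairs r was 0.248 against 0.072 in the others (permutation test of the difference, p = 0.0093). When REF was paired with the ALT of another window, 685 to 736 of 4872 pairs met the rule over 10 random pairings, with a mean of 712.3, compared with 589 for the real pairs. Every oligo carried its own barcode, so within a single pair the allele and the barcode differed together.

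**Figure D4:**
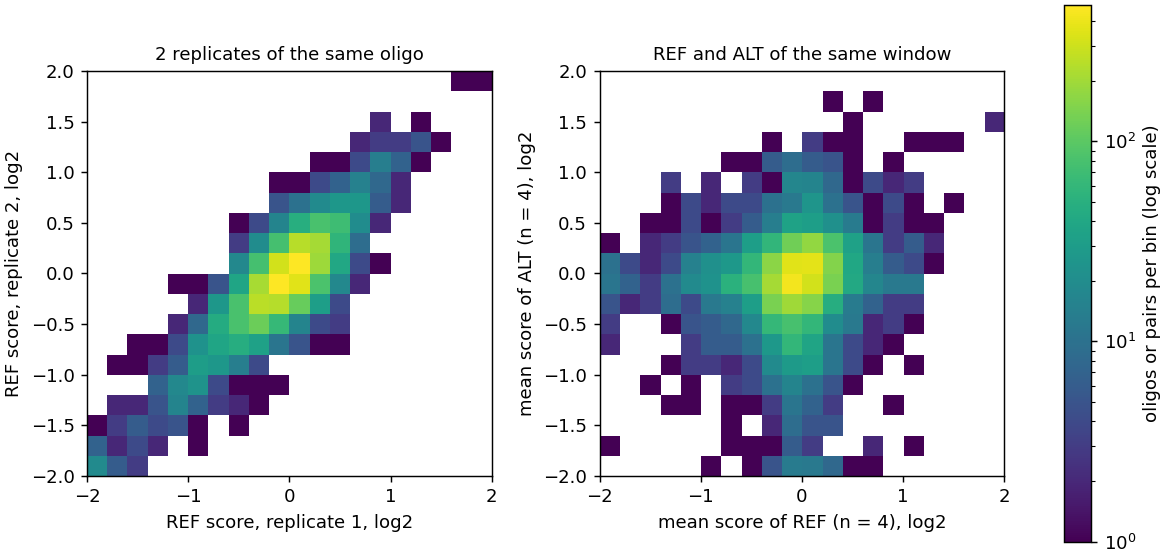
Left, activity score, log2(RNA/DNA), of REF oligos in replicate 1 (horizontal axis) and replicate 2 (vertical axis), and right, mean score of REF (horizontal axis) and ALT (vertical axis) of the same window, for 4872 pairs. Colour gives the number of oligos or pairs per bin on a log scale and the outermost bins also hold values beyond the axes, with r of 0.848 on the left and 0.083 on the right.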

Values the study reported

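The study reported that 77.5% of regions in the CHD library had sufficient coverage, leaving 4,210 intact REF–ALT pairs, and that its 4 replicates correlated with a Pearson r above 0.86. It counted 1,835 regions with enhancer activity, of which 771 were active only as REF, 769 only as ALT and 295 as both. It reported 403 pairs with significantly different activity, 214 of them MPRA-IA and 189 MPRA-DA. In its separate tiling library, the study found activity most often in the central F2 subregion, and deletions lowered the activity of F2 at GBE1. Control oligos present in both libraries under different barcodes correlated with r = 0.69, which the study read as a sign that barcodes are no major determinant of activity.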

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

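The tests in this part were chosen after the result was seen, except Dixon's test and those of REF–ALT agreement near a TSS and the position of oligo 0 among its siblings. The controls centered on 0 were a planned setting, read for the active share of controls only after that share was seen.

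In 3 of 75 groups of 4 replicate values, 1 replicate stood apart from the others by Dixon's test, the ratio of the gap to the range at a 95% limit, and chance gives about 1 in 20 groups. These were the TANK window (ratio 0.938), the UBXN1 window (0.854) and the mean of PKP2 F2 (0.936). Among lone oligos numbered 0 of further enhancers, which entered the comparison of classes but none within a subregion, the score exceeded the 95th percentile of the controls, 0.53, in ID2 F2 (1.57 ± 0.27, SD, n = 4, GRCh37 chromosome 2, 8749702 to 8749872, intergenic) and PITPNB F2 (0.64 ± 0.15, chromosome 22, 28309222 to 28309392, intron), with 15 such oligos kept.

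The weak correlation of REF and ALT was not removed by depth, with r of 0.126 over 114 pairs at 200 FPM or more, which argues against counting noise as the main source. Overlapping REF windows, which are shifted by up to 71 bp and have different barcodes but no variant between them, met the rule in 3 of 32 cases (9.38%, 95% interval 3.24% to 24.2%) against 12.1% of REF–ALT pairs (Fisher's exact test, p = 1), and their scores had an r of -0.259 (-0.557 to 0.098). The SD of their log2 differences was 0.452 (0.362 to 0.601) over all 32. The 0.606 of REF–ALT pairs lay just above this interval, which assumes normally distributed differences. The median absolute log2 difference, however, was 0.293 for overlapping windows and 0.265 for REF–ALT pairs. These values do not decide on a spread of the same size without a variant. In the 19 shifted by 10 bp or less, the SD of score differences was 0.554 (0.419 to 0.819), an interval that holds the 0.588 of REF–ALT pairs. A contribution of the variants thus cannot be told apart from a spread between oligos that needs none. Such windows were too few, and barcodes were not repeated. The correlation was higher in promoter windows, at 0.248, but 5.37% of promoter windows were active with a log2 fold change of at least 0.58 against 3.79% of the others (Fisher's exact test, p = 0.165), which leaves open whether the sequence sets the score mainly where activity is strong. The study's agreement of control oligos under different barcodes, quoted above, goes against barcodes as the main source, for controls and not for these pairs. The effect of the variants themselves, the biological explanation in the design, stays open in these counts. The study also tested some variants by protein binding and genome editing and reported effects for part of them, which these counts do not address.

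Negative controls were active more often than REF windows. With DNA depth in 10 bins the pooled odds ratio of REF against controls was 0.820 (95% interval 0.693 to 0.969), so depth does not account for the whole difference, whereas centering the controls on 0, which left 208 controls (27.0%) and 22.6% of REF windows active, moves all oligos alike and decides nothing on normalization. Score and GC content of the controls had a Spearman rho of -0.035 (-0.106 to 0.035), which argues against GC content. Nor are promoter-like controls the source, as the 763 controls not near a TSS were active in 29.5% of cases, still above REF windows (odds ratio 1.31, Fisher's exact test, p = 0.00205). Controls were significantly lower in RNA in 22.4% of cases against 25.1% of REF windows (odds ratio 0.863, Fisher's exact test, p = 0.109). A wider spread between control oligos in both directions would raise this share, which was not raised. The SD over oligos was nonetheless 0.44 for controls and 0.41 for REF windows, so a wider spread stays open. Of biological explanations only motifs of the controls were searched, as given in the last part, which leaves those open.

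In GBE1 F2, oligo 17 (0.32) lay far below most of its siblings, and a candidate explanation is that the reference sequence carries the number 0 in this library. Oligo 0 was above the median of oligos 1 to 16 in 18 of 30 subregions (exact sign test, p = 0.362) and oligo 17 in 13 of 32 (p = 0.377), which leaves this open. An effect of position was tested by the correlation of neighboring oligo numbers, which was -0.024 on average over subregions against -0.063 in shuffled orders (permutation p = 0.169). This average does not decide on GBE1 F2 alone. There, low scores lay at neighboring numbers, with 1.14, 0.27 and 0.42 for oligos 10 to 12 and 1.69, 0.64 and 0.32 for 15 to 17. Oligo 3, at 1.23, lay apart from these, so an effect of position in GBE1 F2 stays open. The study described lower activity for deletions in this subregion of its tiling library, which here is the direction against the oligo with the lowest number and not against that with the highest, while the numbering of the tiling library points to the highest. Its agreement of shared oligos under different barcodes, quoted above, argues against the barcode as the main source over many oligos, but with 1 barcode per oligo here the number of the reference sequence, the position of a deletion and the barcode cannot be told apart for a single subregion.

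For RNA against DNA, the real split of the 8 libraries gave 6310 significant oligos without the block. The highest of the other 34 splits gave 0, and the real split was thus 1 of 35 to give as many, which argues against chance. The other splits all mix DNA with RNA libraries, so this test says nothing on what made the nucleic acids differ. For ALT against REF and for subregion oligos against oligo 17, the 8 exchanges of DNA and RNA within replicates are too few for a share under 0.05, with 1094 and 154 calls before the activity rule in the real arrangement, 1 of 8 each, and 0 in the highest of the others.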

How the results depend on the processing

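Alternatives added after seeing the data were oligo 0 as the reference, other pairings of oligos, a minimum fold for promoter windows, the paired t-test with DESeq2 activity, controls not near a TSS, the comparison of F2 with F1 and F3 and the controls in place of REF windows for GC content and motifs. Of the alternative values, 286 kept their direction and stayed within the spread or 1.5 times the value of the report, 52 moved further and 9 reversed. The cause was not tested unless stated.

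Stricter activity rules lowered the counts by construction. A log2 fold change of at least 0.58 left 577 active oligos (214 REF, 232 ALT, 38 controls, 93 subregion), and a score above the 95th percentile of controls left 587 (219, 234, 39 and 95). With at least 50 FPM, fewer pairs were tested, and 279 were called (150 higher, 129 lower), with only REF active in 389, only ALT in 390 and both in 263. With DESeq2 2192 oligos were active, all of them among the 3170 of edgeR, and both alleles in 219 pairs. Without the activity rule 1094 pairs were called (538 higher, 556 lower) and 99 subregion oligos were higher. Without a minimum difference 1283 pairs (644 and 639) and 226 subregion oligos (136 and 90) were called, and with a minimum of 1, 227 pairs (109 and 118) and 57 subregion oligos (34 and 23).

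With oligo 0 as the reference only 33 oligos were higher, and higher minus lower calls reversed in 9 of 29 subregions, from 14 to -7 in GBE1 F2, 8 to -3 in COL5A1 F2, -10 to 1 in COL5A1 F3, 3 to -15 in SOX4 F3, -5 to 6 in TNS3 F1, 4 to -2 in SALL1 F3, 1 to -3 in PTPN1 F2 and 1 to -1 in MSH6 F1 and ANXA5 F3, and had the same sign in 10, such as TNS3 F2 (-16 to -5). Without the replicate block 3231 oligos were active, and 594 pairs and 107 subregion oligos were called, so the block changed no count by over 1.5 times. The methods' paired t-test called 491 pairs (256 higher, 235 lower), all among the 589, and together with DESeq2 activity 423 (225 higher, 198 lower), or 393 (213 and 180) among 4336 pairs with 20 FPM in every DNA library. Leaving out each replicate in turn gave 2708 to 2908 active oligos and 526 to 602 called pairs. The mean r of replicates rose to 0.877 with 20 FPM in every DNA library and to 0.915 with 50 FPM in 1. Motifs and GC content of REF windows were planned and not run. Depth limits single windows, as 12 of the 20 named windows reached 50 FPM.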

Other observations

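The motif tests in this part were made in the negative controls after seeing that REF windows could not be searched. Controls with a SMAD site, a short sequence bound by effectors of TGF-beta and BMP signaling, were active in 44.8% of 87 cases compared with 27.3% of the other controls (odds ratio 2.16, Fisher's exact test, p = 0.0011, adjusted p = 0.0164 over 15 motifs). Controls with a HIC site were active in 22.9% of 118 cases (adjusted p = 0.752), with a TEAD site in 25.2% of 147 (adjusted p = 0.762), with an OCT4 SOX2 site in 22.4% of 49 (adjusted p = 0.762), with a GATA site in 26.9% of 67 (adjusted p = 0.974) and with an NKX2 site in 28.6% of 42 (adjusted p = 1). Neither these nor the 9 other motifs passed.

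Subregions of 18 enhancers included some known only from oligo 0. At CDH2, a second enhancer in an intron scored 0.35 ± 0.09 for F1 and -0.16 ± 0.20 for F2 (SD, n = 4), and at GHITM the scores were -0.02 ± 0.14 for F1, -0.53 ± 0.05 for F2 and 0.32 ± 0.27 for F3. At PARD3, a cell polarity gene, F1 scored 0.24 ± 0.28 and F3 -0.66 ± 0.40.

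Random pairs of negative controls met the rule for a called pair in 59 of 385 cases (15.3%), and neighboring subregion oligos in 93 of 522 (17.8%), compared with 12.1% of REF–ALT pairs. The rule asks for at least 1 active oligo. More controls (29.3%) and subregion oligos other than number 17 (48.4%) were active than REF windows (24.3%), so these shares are not directly comparable. The SD of log2 differences was 0.625 for control pairs, 0.560 for subregion neighbors and 0.606 for REF–ALT pairs.

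The number of pairs with lower ALT activity (MPRA-DA) was 284 of 4872 by edgeR, and with the methods' paired t-test and DESeq2 activity together, a setting added after seeing the data, it was 198, with 305 and 225 pairs of higher ALT activity (MPRA-IA). The edgeR numbers are higher than the values quoted from the study above, which come from a smaller set of pairs and from those methods.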
